A study of Cyanidioschyzon merolae strain 10D with 7 samples. Its data were reported in "Characterization of the Polycomb-Group Mark H3K27me3 in Unicellular Algae" (2017).

How the data were processed

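Chromatin immunoprecipitation with sequencing (ChIP-seq) was carried out on liquid cultures of the unicellular red alga Cyanidioschyzon merolae strain 10D. Per the labels, 3 libraries were made from DNA bound by trimethylated histone H3 lysine 27 (H3K27me3), 3 from DNA bound by total histone H3 and 1 from input chromatin, 7 libraries in all. H3 immunoprecipitation measures where nucleosomes are, and input measures how readily each region enters the chromatin extract, so both served as controls for the H3K27me3 signal.

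The authors trimmed paired-end reads by quality, mapped them with Bowtie to the C. merolae Genome Project v3 reference and called peaks with MACS, leaving out clonal reads. They deposited 6 lists of broad peaks, 1 for each of 3 H3K27me3 immunoprecipitations (tags IP6, IP7 and IP8) against each of the 2 controls. Peaks were called on each immunoprecipitation separately. The tags could not be matched to the replicate numbers of the labels, so the lists are named by tag. For each peak the lists deposited by the authors hold a position, a fold enrichment over the control (a ratio averaged over the peak) and the −log10 of the p-value and of the q-value. The fold and the −log10 q are the authors' own values and were used to describe, rank or filter peaks. Fold was tested only between peaks of the same list, and for ranking genes and regions it was averaged over the 3 lists of a control. Medians of fold enrichment are therefore given for each list and were not tested between controls, although a test had been planned before the data were examined. All columns used were matched to a group, with 0 lists left over. The lists give no read counts, so the depth of the libraries is unknown and no counting error can be attached to a peak. The labels describe 1 input library, so the 3 lists called against input share a control and their overlap can partly come from it. That share was not simulated, because it needs reads.

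Chromosome lengths were not used here. The span of a chromosome was taken as the largest peak end over the 6 lists, which is a lower bound on its length, and the spans of the 20 chromosomes summed to 16529844 bp. In the planned comparisons only the start of each chromosome, 20 of the 40 ends, was used to measure distances from an end. The far end of the span stood in for the other end where bases or genes near both ends were left out. This was done in the closing observations and in the comparison of the first 20 kb with the rest. There the rest leaves out a window of the same length at the far end. A consensus region is a stretch covered in at least 2 of the 3 lists of a control. Coordinates are those of the authors' files, on the C. merolae Genome Project v3 reference, counted from 1.

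Genes were taken from the RefSeq table of assembly ASM9120v1, which lists 5373 nuclear genes. It bears another name than the authors' reference, and no sequence of either was compared. Whether both share 1 coordinate frame was checked on the data, by a test chosen after the data had been seen. The share of consensus bases inside genes was recomputed with the genes moved in steps of 100 bp up to 5000 bp either way. It was lowest, at 13.7%, with no offset, and was 48.9% and 49.5% with the genes moved by 3000 bp either way. The lowest value fell at offsets from -300 to 300 bp on each of the 20 chromosomes, and from -400 to 400 bp in each of the 40 pieces made by dividing every chromosome at its middle. The table was therefore used for overlaps with genes, and none of its coordinates are printed. This check and the gene results below rest on the same overlaps. All 6 genes named in advance were found in the table by locus tag. The planned sets of repetitive elements and of hedgehog and intein genes were defined by annotated elements and gene products, which this table does not give. The study's own lists of such genes were not used here as data, and both comparisons are not analysed here.

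The number of peaks, the covered length and the median peak length of the lists were compared between controls by an exact two-sided permutation test over 3 lists against 3, whose smallest possible p is 0.1. Lists with the same tag come from a single H3K27me3 library, so sign flips within tags, with a smallest possible p of 0.25, were the paired alternative. Overlap between lists (at least 1 bp) was set against 1000 circular shifts of the other lists within each chromosome, which keep peak lengths and spacing. Consensus regions within 2 kb of a chromosome start, and their coverage of the first 20 kb over that of the rest, were set against 10000 circular shifts. These tests were one-sided, with smallest possible p-values of 0.001 and 0.0001. A gene counted as covered when at least 50% of its length lay in peaks in at least 2 lists, and the number of such genes was set against 1000 circular shifts (two-sided, smallest possible p 0.002). Fold enrichment of peaks found in all 3 lists and of peaks found in 1 list was compared within each list by 100000 permutations of the peaks (two-sided). Chromosome span and share covered were correlated across 20 chromosomes with 100000 permutations (two-sided). The 17 p-values of these planned comparisons were adjusted together by the Benjamini-Hochberg method. They include 3 for the overlap between controls, which are low by design because both lists of a tag come from the same library, and these are not printed.

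The groups, tests, alternatives and the rule for naming genes were fixed before the data were examined. Named genes are the 3 loci that the study tested by ChIP-PCR, the 3 genes of its Polycomb repressive complex 2 (PRC2), and the 5 other genes with the highest mean fold enrichment among genes at least 50% covered in all 6 lists. Named regions are the 5 longest consensus regions against input and the 5 with the highest mean fold enrichment among those overlapped in all 6 lists. The alternatives were a −log10 q of at least 5, a fold enrichment of at least 2, a peak length of at least 500 bp, leaving out each list in turn, merging of close peaks, H3 in place of input, a reciprocal overlap of at least 50%, coverage in all 3 lists, gene fractions of 25% and 80%, other distances and windows, and random placement in place of shifts (with 100 placements for genes).

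Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The interval tests were tested on simulated lists first. Of 200 genes covered on purpose among 5373, 200 were recovered, and a planted overlap of 60% among 1000 peaks came out as 64.4%, since some unplanted peaks meet by chance. Over 100 simulated lists with nothing planted, the p-value lay under 0.05 in 6 for the overlap of lists (1000 peaks), 0 for chromosome starts (20 starts), 3 for the outer windows (20 windows), 9 for the fold difference (1000 peaks) and 5 for genes (5373 genes).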

Results

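To describe where H3K27me3 lies in the genome of C. merolae, a red alga of hot acidic water, 6 lists of broad H3K27me3 peaks were examined. They came from 3 H3K27me3 libraries (tags IP6, IP7 and IP8), each compared with input and with histone H3. The groups held 3 H3K27me3, 3 H3 and 1 input libraries. Sequencing depth is unknown from the lists, so the precision of each value rests on the spread over 3 lists. For lists against input that spread holds no variation between input libraries, since there is 1.

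Peaks were called against input and against H3, and the first question was how far the control changes their number and size. Against input the lists held 1293 (IP6), 1273 (IP7) and 1356 (IP8) peaks, with a mean of 1307 ± 43.3 (SD, n = 3). Against H3 they held 1137, 1107 and 1229 peaks, with a mean of 1158 ± 63.6 (SD, n = 3). The difference of 149.7 peaks was larger than the spread between lists, and all 3 lists against input held more peaks than all 3 against H3. The exact permutation test gave p = 0.1, the smallest that 3 lists against 3 can give, and an adjusted p of 0.1 over 17 tests. All 3 lists against input share an input library. The SDs and p-values of this comparison therefore cannot tell an effect of the control from one of that library. Covered length was 309365 bp higher against input (exact permutation p = 0.1, adjusted p 0.1). It averaged 2343000 ± 87590 bp against input and 2033630 ± 140404 bp against H3 (SD, n = 3 each). Median peak length was 1380 ± 15.3 bp against input and 1295 ± 11.0 bp against H3 (SD, n = 3 each), a difference of 85 bp (exact permutation p = 0.1, adjusted p 0.1). Mean peak length was 1792 ± 7.55 bp against input and 1756 ± 25.3 bp against H3 (SD, n = 3 each). The difference in peak number moved most with a fold of at least 2, to 101.7. With a −log10 q of at least 5 the lists against input (852 to 990 peaks) and against H3 (755 to 873 peaks) were no longer separate, although each of the 3 tags still had more peaks against input.

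**Figure D1:**
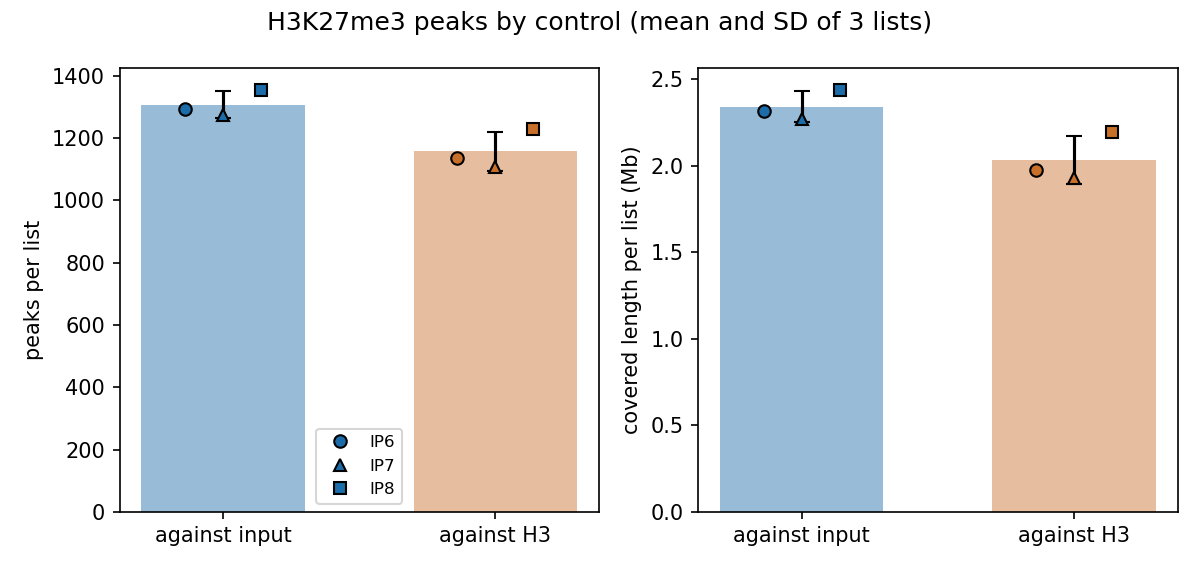
Number of H3K27me3 peaks (left) and covered length in Mb (right) of each list against input (blue) and against H3 (orange); bars are means of 3 lists, error bars are SD and points are the lists IP6, IP7 and IP8. Each tag has more peaks against input, from 1273 to 1356, than against H3, from 1107 to 1229.

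Fold enrichment, as given by the authors for each peak, was low in most peaks. The median fold of a list was 1.59 (IP6), 1.53 (IP7) and 1.64 (IP8) against input, and 1.53, 1.44 and 1.53 against H3. The highest fold in a list lay between 4.12 and 6.49. A fold of at least 2 was reached by 31.5% ± 3.56 of peaks against input (SD, n = 3).

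The share of the genome in peaks was measured over the summed chromosome spans. Peaks against input covered 14.2% ± 0.530 and peaks against H3 covered 12.3% ± 0.849 (SD, n = 3 each). Keeping only peaks with a fold of at least 2 lowered the share against input most, to 4.24%. In total 1337 consensus regions against input covered 2349822 bp, with a median length of 1340 bp.

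The agreement of replicates was measured by the overlap of their peaks. Of the peaks against input, 84.1% (IP6), 86.6% (IP7) and 79.9% (IP8) overlapped a peak of both other lists. Circular shifts gave 9.16%, 9.35% and 8.74%. In each list the permutation p was 0.001, the smallest that the shifts can give, and the adjusted p was 0.0015. Because these lists share an input library, part of the overlap can come from the control. Which H3 library or pool served each list is not stated, so lists against H3 may share a control as well. Lists against H3 had 75.6% ± 5.04 of peaks in all 3 lists (SD, n = 3). A fold of at least 2 lowered the overlap against input most, to 60.0%, where shifts gave 1.28%. Peaks called against H3 overlapped a peak of the same tag called against input in 90.1%, 85.6% and 92.0% of cases, while shifts gave 27.4%, 26.8% and 28.8%. Both lists of a tag come from the same H3K27me3 reads, so an overlap above that of shifts follows from the design and no p is given for it. In the other direction, 78.9% ± 4.51 of peaks against input overlapped a peak against H3 (SD, n = 3).

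Peaks found in all 3 lists against input were compared with peaks found in 1 list alone, which numbered 58 (IP6), 42 (IP7) and 71 (IP8). The median fold of the shared peaks was higher by 0.418 in IP6 (permutation p = 0.0054, adjusted p 0.0071), by 0.353 in IP7 (permutation p = 0.0076, adjusted p 0.0092) and by 0.536 in IP8 (permutation p = 8e-05, adjusted p 0.00034). The direction was the same in 3 of 3 lists. Peaks of a list are not replicates, and each list gives 1 difference. The direction is not independent of the calling threshold, since weak peaks are the ones that fall below it in another list. The mean difference of 0.436 was lowest, at 0.277, with a reciprocal overlap of at least 50%.

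The study placed H3K27me3 preferentially at chromosome ends, and this was examined at the 20 chromosome starts. A consensus region lay within 2 kb of 18 starts, against 6.27 under circular shifts and no more than 14 in any of 10000 shifts (permutation p = 0.0001, the smallest possible, adjusted p 0.00034). At 16 of the 20 starts the first consensus base lay less than 300 bp from the first base of the chromosome. The starts without a region within 2 kb were those of chromosome 3, where the distance was 4019 bp, and chromosome 7, where it was 3719 bp. On chromosome 7 the peaks of IP8 alone began less than 300 bp from the start, under both controls. With a fold of at least 2, the number of starts was 14.

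Consensus regions covered 45.4% of the first 20 kb of the chromosomes and 12.4% of the rest, a ratio of 3.66. The rest leaves out the last 20 kb of each span, here and in the values by list. Circular shifts gave a ratio of 1.10 and no more than 2.24 (permutation p = 0.0001, the smallest possible, adjusted p 0.00034). By list, the first 20 kb were covered to 45.6% ± 0.906 and the rest to 12.4% ± 0.497 (SD, n = 3 each). Against H3 these values were 46.8% ± 1.22 and 10.4% ± 0.767 (SD, n = 3 each). Among peaks with a fold of at least 2 the ratio was 11.9.

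**Figure D2:**
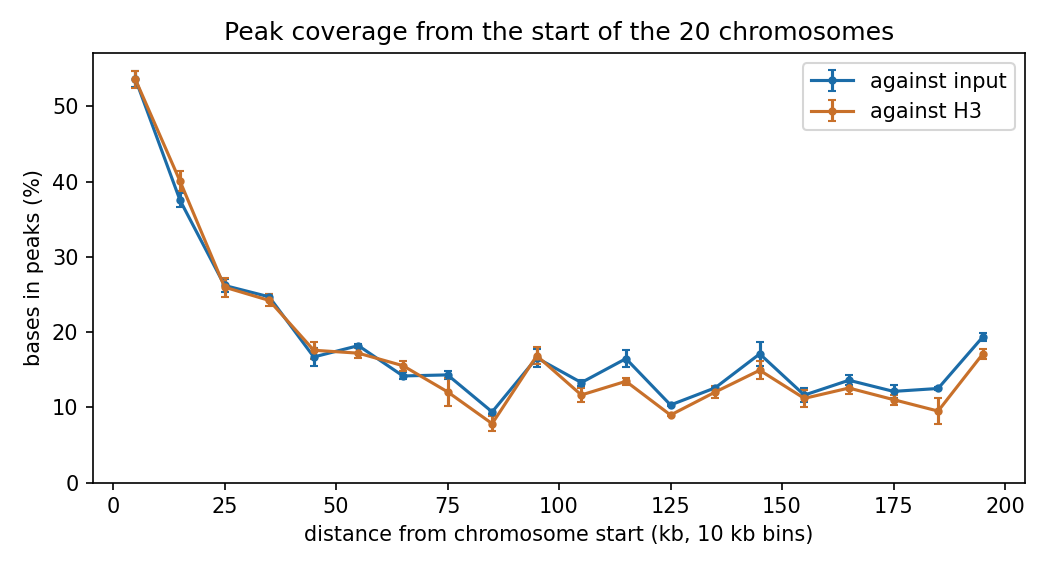
Percentage of bases in peaks (y axis) by distance from the chromosome start in kb (x axis), in bins of 10 kb over 20 chromosomes; points are means of 3 lists against input (blue) or H3 (orange) and error bars are SD. Coverage against input falls from 53.6% in the first bin to 16.7% in the bin from 40 to 50 kb.

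**Figure D3:**
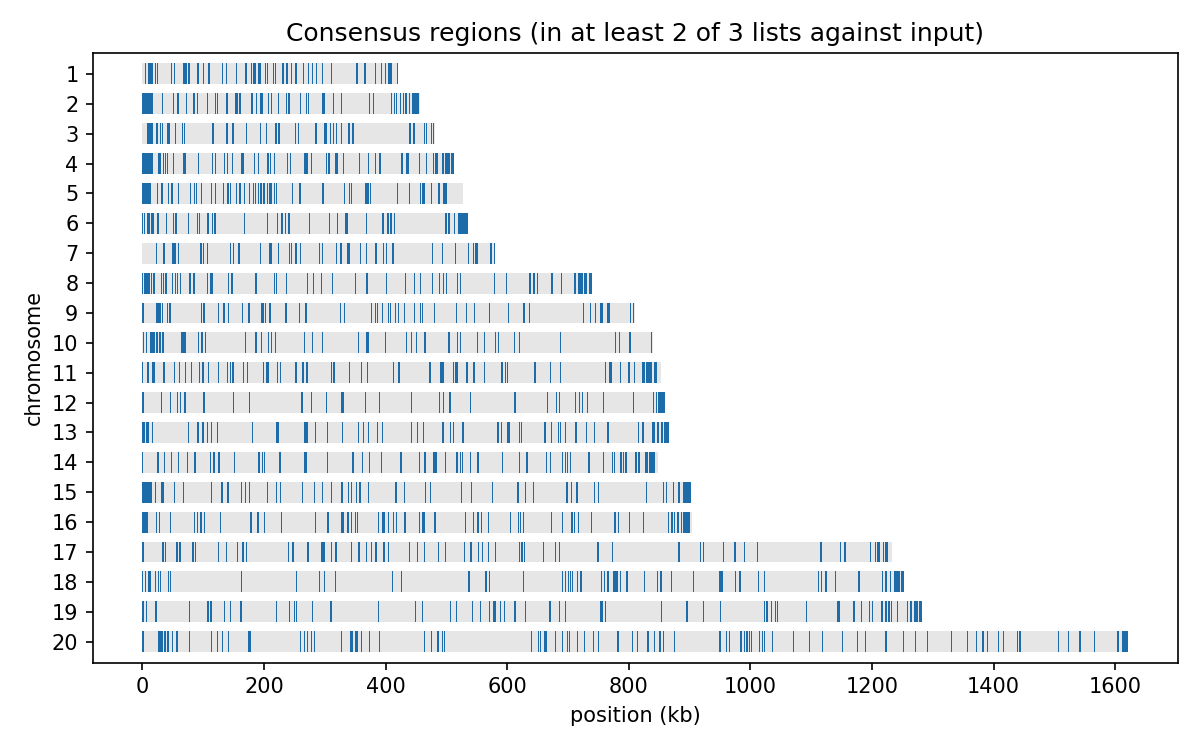
Position in kb (x axis) of the consensus regions against input (blue) on the 20 chromosomes (y axis), with each chromosome's span in grey. The 1337 regions lie along all 20 chromosomes, and 18 chromosome starts have one within 2 kb.

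Shorter chromosomes had a larger share of their bases in peaks. The share against input ran from 9.41% to 23.5% across the 20 chromosomes. Its correlation with the chromosome span was r = -0.800 (permutation p = 4e-05, adjusted p 0.00034) and rho = -0.832 (permutation p = 2e-05, adjusted p 0.00034). Without chromosomes 19 and 20, whose spans were farthest from the median, r was -0.840 (permutation p = 2e-05). Lists against H3 gave r = -0.831. Among peaks with a fold of at least 2, r was -0.751.

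**Figure D4:**
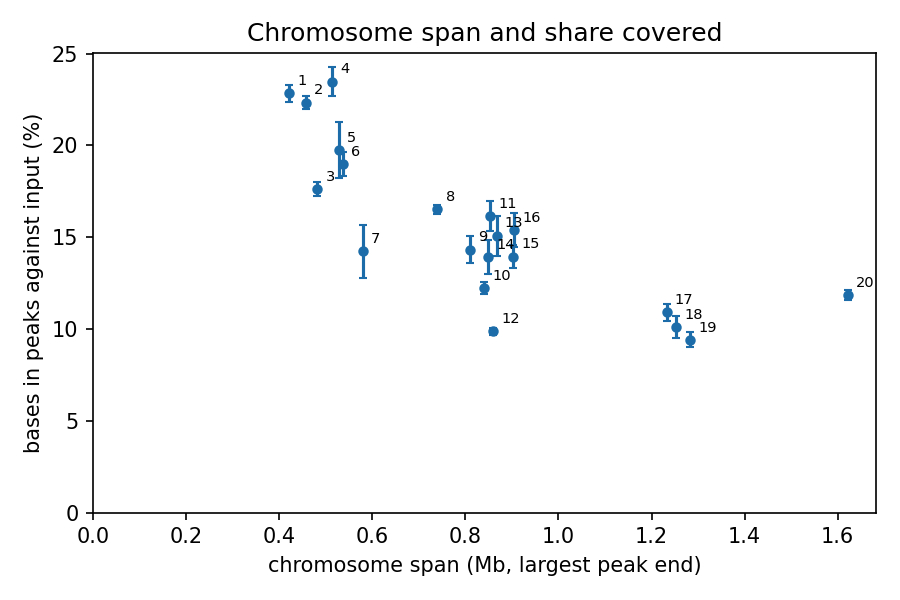
Percentage of bases in peaks against input (y axis) by chromosome span in Mb (x axis); points are means of 3 lists, error bars are SD and numbers name the chromosomes. The share is highest on chromosome 4, at 23.5%, and lowest on chromosome 19, at 9.41%, and the longest span, chromosome 20, has 11.8%.

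The overlap of H3K27me3 with genes was measured with the RefSeq table of ASM9120v1, under the limit that its coordinate frame was matched to the authors' reference by an offset test only. By the rule of at least 50% of the locus in at least 2 lists, 192 of 5373 genes (3.57%) were covered, including 18 listed as misc_RNA, 1 listed as tRNA and otherwise protein-coding genes (3.60% of those in the table). Circular shifts gave 699.7 genes and no fewer than 628 (permutation p = 0.002, the smallest possible, adjusted p 0.0028). Each list against input covered 191.3 ± 4.51 genes (SD, n = 3). Against H3, 180 genes were covered, and 162 were covered under both controls. A fold of at least 2 moved the number most, to 54 genes. Of the consensus bases, 13.7% lay inside genes, where shifts gave 49.6% and no less than 46.4% (permutation p = 0.002, the smallest possible).

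Among the loci that the study tested by ChIP-PCR, CMA095C, the positive locus, was covered over 94.6% ± 0.812 of its length against input and over 100% in each list against H3, with a fold of 1.55 ± 0.0826 against input (SD, n = 3 each). With a fold of at least 2 its coverage was 0. The negative loci CMK028C and CMS262C had a coverage of 0 in all 6 lists, as did the named PRC2 genes CMQ156C, CMK173C and CML082C. The genes with the highest mean fold against input among 133 candidates were CMO001C and CMO003C, which share a peak in each list and had a fold of 5.43 ± 0.824, CMD012C with 5.16 ± 0.707, CME021T with 4.79 ± 0.750 and CMM002C with 4.79 ± 1.41 (SD, n = 3 each). CME021T, a misc_RNA, was covered over 60.7% ± 1.21 of its length against input and CMM002C over 97.4% ± 4.46 (SD, n = 3 each), and the others over 100%.

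The longest consensus region against input lay on chromosome 6 from 518511 to 536139 (17629 bp) with a fold against input of 1.80 ± 0.150, and it overlapped CMF185C, CMF187C and CMF188T. The next lay on chromosome 15 from 18 to 15893 (15876 bp, fold 5.43 ± 0.824), over CMO001C and CMO003C, and on chromosome 5 from 41 to 13814 (13774 bp, fold 4.20 ± 0.541), over CME001C. The remaining pair lay on chromosome 15 from 889276 to 902881 (13606 bp, fold 1.49 ± 0.181), over CMO355C and CMO357C, and on chromosome 4 from 4967 to 17955 (12989 bp, fold 2.88 ± 0.355), over CMD002C and CMD005C. All folds here are against input, and all SDs are over n = 3 lists. With a fold of at least 2, the coverage of the regions on chromosome 6 and at 889276 on chromosome 15 was 0.

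Of the consensus regions, 755 (56.5%) were overlapped in all 6 lists. Of these, the 5 with the highest mean fold against input all lay on chromosome 15, within 67793 bp of its start. Besides the region from 18 to 15893, these were 21306 to 22554 (fold 5.51 ± 0.915), 30514 to 32277 (5.49 ± 0.879), 32966 to 33747 (5.24 ± 0.676) and 67080 to 67793 (5.22 ± 0.711; SD, n = 3 each). Against H3 these 5 were in another order, with folds from 3.83 ± 0.575 for the region at 21306 to 4.25 ± 0.603 for the region at 18 (SD, n = 3 each). Apart from the region at 18, none of the 5 overlapped a gene of the table.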

Values the study reported

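The study reported more than 1300 H3K27me3 peaks in each replicate, with a mean size of 1792 bp, over 14% of the length of the nuclear genome. Genes bound by the mark numbered 242, or 4% of all genes, under a rule of 50% of the locus length. Bound repetitive elements numbered 172, which the study gave as 50% of their total. Enrichment was described at 36 of the 40 chromosome ends.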

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

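The differences between controls kept their direction under each alternative, but not their size. With a fold of at least 2 they were 101.7 peaks (exact permutation p = 0.1), 140173 bp in covered length and 26.2 bp in median length (exact permutation p = 0.2 for both). With a −log10 q of at least 5 they were 104.7 peaks (exact permutation p = 0.2), 203010 bp and 47.5 bp (exact permutation p = 0.3 for both), and the lists no longer separated by control, with 852 to 990 peaks against input and 755 to 873 against H3. Within each of the 3 tags the list against input still held more peaks, so for peak number this loss holds only where the pairing of lists is ignored. Covered length and median length were not compared within tags at this setting. The overlap of replicate lists, chromosome starts, coverage of the first 20 kb and the correlation with chromosome span each kept their direction and stayed past 0.05. The fold of shared peaks did so under the alternatives that filter on neither fold nor q. A filter on fold or q turns the partner of a weak peak into a peak of 1 list, which fixes the direction, so those alternatives say nothing on it, and the authors' own calling threshold acts in the same way on the main value. The number of covered genes stayed below its expectation past 0.05 under each alternative run on it. The 1000 bp merge was chosen after the data had been seen.

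A −log10 q of at least 5 moved the mean of the median folds against input from 1.59 to 1.91 and the share of the span covered from 14.2% to 10.0%. A fold of at least 2 moved these to 2.63 and 4.24%, and the number of covered genes from 192 to 54, by removing peaks. H3 as control moved the share covered to 12.3%, and the cause was not tested. Of the named genes and regions, 10 of 140 values changed by more than the spread between lists, 9 of them to lower coverage.

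Leaving out each list in turn gave a ratio of first 20 kb to rest from 3.93 to 4.11, from 175 to 181 covered genes, and r from -0.807 to -0.794. With the IP tag as a replicate block, the differences between controls were unchanged in size (149.7 peaks, 309365 bp and 85 bp), with an exact permutation p of 0.25, the smallest possible. Neither test can pass 0.05, so these p-values say nothing on stability.

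Merging peaks less than 500 bp apart changed nothing, because the smallest gap was 567 bp. Alternatives for repetitive elements and for hedgehog and intein genes were not run. Unknown depth limits every comparison of peak number, since a deeper library can give more peaks.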

Other observations

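The tests below were chosen after the patterns were seen, except the test of peaks found in 1 list. Gene overlaps carry the same limit on the coordinate frame as above.

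The share of bases in peaks fell with chromosome span, and regions of fixed size at the ends would give that. Without the outermost 50 kb at both ends of each span, r was still -0.755 (permutation p = 0.00013), which argues against ends as the whole cause. Short chromosomes had a lower share of bases in genes (r = 0.445 between span and that share, permutation p = 0.049), yet over bases outside genes alone r was -0.795 (permutation p = 4e-05). Weak peaks are not the whole cause either, since peaks with a fold of at least 2 gave r = -0.751 (permutation p = 0.00018). Repeated sequence and its mapping stay open and were not tested. No biological explanation was tested, since the design compares no groups of cells.

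Bases covered in at least 2 lists of one control and in none of the other differed in where they lay. Of those called against input alone, 8.66% lay in genes, against 38.0% of those called against H3 alone and 14.6% of those called against both. The stretches were often short, with medians of 56 bp (input alone) and 52 bp (H3 alone), so many may be edges of peaks. Whether they touch a peak called against both controls was not measured. Stretches of at least 500 bp held 111161 of the 197750 bases called against input alone. They held 36563 of the 66404 bases called against H3 alone. Among stretches of at least 500 bp (77 against input, 39 against H3) the difference was 28.4 percentage points (permutation p = 2e-05). This argues against edges shorter than 500 bp as the whole cause. Stretches of at least 500 bp can also border a peak called against both controls, so longer edges stay open. In the first 20 kb lay 0 of these longer stretches against input and 5 against H3. A difference in H3 density between genes and the bases around them is a candidate explanation that the peak lists leave untested.

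Peaks found in 1 list against input might be background calls. If placed without regard to genes, such calls would fall in genes about as often as shifted peaks. That prediction was written before the overlap of these peaks with genes was looked at, though the overlap of the consensus regions was known. The share was 8.17% ± 1.21 (SD, n = 3), where shifts gave 50.1% (permutation p = 0.002 in each list, the smallest possible), and peaks found in all 3 lists gave 14.2% ± 0.0954 (SD, n = 3). This argues against calls placed without regard to genes. Background calls that favour bases outside genes would also give a low share, so the test cannot exclude them. These peaks may be weak instances of the same kind of region, which was not tested.

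Covered genes often neighboured each other, in 36 pairs where permuting covered genes within chromosomes gave 7.09 (permutation p = 1e-05, the smallest possible). Of these pairs 24 lay in a single consensus region and 12 in different regions. A candidate explanation is that broad regions span neighbouring genes, but permuted pairs have no region, so the 12 pairs have no matched expectation and this stays open. Subtelomeric genes are not the whole cause, since genes more than 50 kb from both ends still gave 12 pairs where permutation gave 3.18 (permutation p = 5e-05). Only 2 of these pairs away from the ends lay in different regions.

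Lists against input overlapped each other more than lists against H3, with mean Jaccard indices of 0.816 ± 0.0121 and 0.741 ± 0.0220 (SD, n = 3 pairs each). Lists against input are also longer. When each list was cut to its strongest peaks, up to 1500 kb, the gap fell from 0.0748 to 0.00964. This remainder was below the SD over pairs (0.0494) and above the SD of the paired gap (0.00457), and input pairs were still higher in 3 of 3. Whether list size is the whole cause cannot be told apart from an effect of the shared input library, because the 3 pairs share lists. Lists against H3 may also share a control, since the H3 library of each list is not stated.

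The shortest peak of a list was 154 bp (IP6), 141 bp (IP7) and 164 bp (IP8) under both controls, and the shortest gap was from 4.01 to 4.03 times that length in the 6 lists. This is consistent with a peak caller that keeps broad peaks of at least 1 fragment length and joins those closer than 4 fragment lengths, so these lengths may give the fragment length of each library. No biological explanation was tested for this pattern.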
